# LncRNA AW112010 Promotes Mitochondrial Biogenesis and Hair Cell Survival: Implications for Age-Related Hearing Loss

**DOI:** 10.1155/2019/6150148

**Published:** 2019-10-27

**Authors:** Zhongwu Su, Hao Xiong, Jiaqi Pang, Hanqing Lin, Lan Lai, Huasong Zhang, Weijian Zhang, Yiqing Zheng

## Abstract

Long noncoding RNA (lncRNA) disorder has been found in many kinds of age-associated diseases. However, the role of lncRNA in the development of age-related hearing loss (AHL) is still largely unknown. This study sought to uncover AHL-associated lncRNAs and the function. RNA-sequencing was conducted to profile lncRNA expression in the cochlea of an early-onset AHL mouse model. RT-qPCR assay was used to validate the expression pattern of lncRNAs. ATP assay, JC-1 assay, mitochondrial probe staining, CCK-8 assay, Western blot, and immunocytochemistry were performed to detect the effects of lncRNA AW112010 in HEI-OC1 cells and the mouse cochlea. We identified 88 significantly upregulated lncRNAs and 46 significantly downregulated lncRNAs in the cochlea of aged C57BL/6 mice. We focused on the significantly upregulated AW112010. Silencing of AW112010 decreased the ATP level, mitochondrial membrane potential, and cell viability and increased mitochondrial ROS generation under oxidative stress in HEI-OC1 cells. AW112010 overexpression promoted cell survival in HEI-OC1 cells. AW112010 knockdown reduced mitochondrial mass and impaired mitochondrial biogenesis in HEI-OC1 cells. Activation of mitochondrial biogenesis by resveratrol and STR1720 promoted cell survival. The mitochondrial biogenesis process was activated in the cochlea of aged mice. Moreover, AW112010 regulated AMPK signaling in HEI-OC1 cells. Transcription factor Arid5b elevated in the aged cochlea and induced AW112010 expression and mitochondrial biogenesis in HEI-OC1 cells. Taken together, lncRNAs are dysregulated with aging in the cochlea of C57BL/6 mice. The Arid5b/AW112010 signaling was induced in the aged mouse cochlea and positively modulated the mitochondrial biogenesis to maintain mitochondrial function.

## 1. Introduction

Age-related hearing loss (AHL), also known as presbycusis, is the most common sensory disorder in old people, affecting about 20-40% of people by age 65 years and older [1, 2]. It significantly affects the daily communication of the old people. Intrinsic factors (e.g., genetic predisposition) and extrinsic factors (e.g., noise exposure) together result in the occurrence of AHL during aging [1]. The irreversible loss of cochlear hair cells is one of the major pathological changes of AHL [3–5]. Oxidative stress, mitochondrial DNA mutations/deletions, decreased autophagy, and microRNA disorder account for the death of hair cells [1, 2, 4, 5]. However, the mechanism of hair cell loss is still not fully understood.

Long noncoding RNAs (lncRNAs) are a class of RNA that are longer than 200 nucleotides and do not have the potential to code proteins [6, 7]. Recent studies have revealed that lncRNAs play significant roles in the regulation of gene expression and participate in multiple biological processes, including cell growth, apoptosis, and differentiation [6, 7]. LncRNA disorder has been found in many kinds of diseases, such as cancer and cardiovascular and neurodegenerative diseases [8]. LncRNAs have also been reported to be involved in the pathophysiological processes in the ear. A recent study revealed differential lncRNA profile between two developmental stages of the mouse inner ear sensory epithelium of the cochlea and vestibule, suggesting a possible role for lncRNAs in regulating hearing and balance [9]. A study in a Chinese population unveiled that lncRNA HOTAIR polymorphism was associated with the occurrence of noise-induced hearing loss [10]. Nevertheless, it remains largely unknown whether lncRNAs participate in the development of AHL.

Mitochondria have a vital role in maintaining cellular homeostasis [11, 12]. Growing evidence suggests that mitochondrial dysfunction participates in aging diseases, such as diabetes, neurodegenerative disease [12], and AHL [1]. Mitochondrial biogenesis is a tightly regulated process to generate new mitochondria and plays an important role in maintaining normal mitochondrial function [11, 12]. The progress is orchestrated by a series of transcription factors, such as peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1*α*) and mitochondrial transcription factor A (TFAM), and is under the control of AMP-activated protein kinase (AMPK), the mammalian target of rapamycin (mTOR), and insulin-like signaling (ILS) pathways [11, 12]. As important gene regulation factors, lncRNAs also modulate the expression of genes involved in the mitochondrial biogenesis process [13].

In the present study, we hypothesized that lncRNAs are dysregulated in AHL and play harmful or protective roles in the survival of cochlear hair cells. To address this, we firstly profiled the lncRNA expression in the cochlear tissues of an early-onset AHL mouse model and identified lncRNA AW112010 significantly upregulated in the aged cochlea. Next, we analyzed the effect of AW112010 on mitochondrial function and biogenesis and on the activity of AMPK signaling. Finally, the upstream regulator of AW112010 was explored.

## 2. Materials and Methods

### 2.1. Animals

50 C57BL/6 mice (Laboratory Animal Center, Sun Yat-sen University, Guangzhou, China) were divided into 2 groups: a “young” group (4 weeks old, 25 subjects) and an “old” group (12 months old, 25 subjects). All experiments were performed according to the protocols approved by the Animal Research Center, Sun Yat-sen University.

### 2.2. Auditory Brainstem Response

Auditory brainstem response (ABR) tests were conducted using a Tucker-Davis Technology (TDT) System III (Alachua, FL, USA) as previously described [4, 5]. Briefly, mice were subcutaneously inserted with subdermal needle electrodes at the vertex (active) and below the left ear (reference) and the right ear (ground) after being anesthetized. ABR tests were measured at 8, 16, and 32 kHz. The average response to 1024 stimuli was obtained through reducing the sound intensity at 5 dB intervals near the threshold, which was defined as the lowest stimulus level where a positive wave was evident.

### 2.3. Tissue Preparation

After ABR tests, the deeply anesthetized mice were decapitated. The cochlea were obtained and fixed with 4% paraformaldehyde at 4°C overnight and decalcified in 4% sodium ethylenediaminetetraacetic acid for two days. For RNA and protein preparation, cochlear tissues were dissected and snap frozen in liquid nitrogen and stored at -80°C.

### 2.4. RNA Extraction and Sequencing

Total RNA was extracted using a TRIzol reagent (Invitrogen, USA) following the manufacturer's instructions. For RNA-sequencing, cochlear tissues from 3 mice were collected and mixed as one sample. RNA purity, concentration, and integrity were measured using a NanoPhotometer spectrophotometer (IMPLEN, USA), Qubit 2.0 Fluorometer (Life Technologies, USA), and Bioanalyzer 2100 system (Agilent Technologies, USA), respectively. LncRNA sequencing libraries were generated using a NEBNext Ultra™ Directional RNA Library Prep Kit for Illumina (NEB, USA) according to the manufacturer's recommendations. The libraries were sequenced on an Illumina Hiseq 4000 platform, and 150 bp paired-end reads were generated.

### 2.5. Differential Expression Analysis

Data filtering was performed, and clean data were obtained. The clear reads were then aligned to the reference mouse genome (GRCm38). The mapped reads of each sample were then assembled by Cufflinks (v2.1.1) in a reference-based approach. Cuffdiff (v2.1.1) was used to calculate FPKMs (expected number of Fragments Per Kilobase of transcript sequence per Million base pairs sequenced) of lncRNAs in each sample and to analyze the differential expression. Transcripts with *p*‐adjust < 0.05 were assigned as differentially expressed. Volcano plot and heat map were generated based on the differentially expressed transcripts.

### 2.6. Cell Culture

Cochlear HEI-OC1 cells (kindly provided by F. Kalinec at the House Ear Institute, Los Angeles, CA, USA) were cultured in Dulbecco's modified Eagle's medium (Gibco, USA), supplemented with 10% fetal bovine serum (Gibco) at 33°C under 10% CO_2_ condition.

### 2.7. Cell Transfection

The AW112010 Smart Silencer (Ruibo, Guangzhou, China), a commercial mixture of siRNA and ASO (antisense oligonucleotides), was used to knock down the expression of AW112010 in HEI-OC1 cell. The pcDNA3.1-AW112010 plasmid (IGE Biotechnology, Guangzhou, China) was used to express AW112010 in HEI-OC1 cell. Arid5b siRNA (GenePharma, Shanghai, China) was applied to knock down the expression of Arid5b in HEI-OC1 cell. Cell transfections were performed using a Lipofectamine RNAiMAX Transfection Reagent (Life Technologies, USA) or FuGENE® HD Transfection Reagent (Promega, USA) following the manufacturer's instructions.

### 2.8. Quantitative Reverse Transcription-Polymerase Chain Reaction (RT-qPCR)

According to the manufacturer's protocols, 500 ng total RNA was reverse-transcribed using PrimeScript RT Master Mix (Takara, Japan). A qPCR assay was performed using TB Green Premix Ex Taq II (Takara) on a Roche LightCycler 96 real-time PCR system (Roche, Switzerland). Primers for AW112010, Gm44593, 1700030C10Rik, 5330434G04Rik, Rian, and H19 were purchased from Ruibo (Guangzhou, China). Other primer sequences used were as follows: Arid5b: forward: 5′-GTGATGAGTTCGCGCCAAATC-3′, reverse: 5′-GCTGATAACTTTACCGTCACAGT-3′ and glyceraldehyde-3-phosphate dehydrogenase (GAPDH): forward: 5′-GGTCATCCATGACAACTTTGG-3′, reverse: 5′-GGCCATCACGCCACAG-3′. 

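The Arid5b primers were placed on the transcripts of GENCODE M21 by exact match. Both matched 1 Arid5b transcript, ENSMUST00000219238, with a product of 122 nt. The forward primer crosses the junction of exons 4 and 5, with its first part at 68186026 to 68186037 and its last part at 68135098 to 68135106 of chromosome 10 (GRCm38), and the reverse primer lies in exon 5 from 68134997 to 68135019. The transcript of Arid5b in the sequencing table is ENSMUST00000020106, annotated as a target of nonsense-mediated decay, with 11 exons. In GENCODE M21 it has an additional exon of 136 nt from 68138646 to 68138781 between the parts of the forward primer, so that it does not hold this junction. The release behind the FPKM values is not named in the paper's text, and the structure of this transcript there may differ. Both GAPDH primers matched 5 Gapdh transcripts, with a product of 113 nt from the spliced ones. They also matched 21 transcripts annotated as pseudogenes, of which 20 would give a product of the same size from genomic DNA or from their own RNA. The sequencing table lists 0 of these pseudogene transcripts, so that it does not tell whether they were expressed. In the 3 young and 3 old cochlear samples, the most abundant of the matched transcripts that are listed was ENSMUST00000118875, with means of 656.8 and 599.5 FPKM.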

The expression levels of genes were normalized to GAPDH.

### 2.9. Western Blot Analysis

Western blot was conducted as previously described [4, 5]. Briefly, proteins were extracted from cells and cochlea tissues using radioimmunoprecipitation assay lysis buffer (Thermo plus, USA). Protein samples (20 *μ*g) were resolved on 10% SDS-polyacrylamide gel and transferred onto polyvinylidene fluoride membranes (Millipore, USA). After blocking with 5% nonfat milk, the membranes were incubated with anti-PGC-1*α* (1 : 1000, Abcam, USA), anti-TFAM (1 : 1000, Abcam), anti-p-AMPK (1 : 1000, Cell Signaling Technology, USA), anti-AMPK (1 : 1000, Cell Signaling Technology, USA), and anti-Arid5b (1 : 500, Abgent, USA) at 4°C overnight, followed with secondary antibodies (1 : 10000) at room temperature for 1 h. Then, the immunoreactive bands were detected using enhanced chemiluminescence (Millipore, USA). Band intensities were analyzed using NIH ImageJ. *β*-Actin was applied as loading and internal control.

### 2.10. Immunocytochemistry

After decalcification, cochlear tissues were immersed in 3% Triton X-100 solution for 30 min at room temperature. After washing with PBS, the tissues were blocked with 10% goat serum for 30 min at room temperature. Then, cochlear tissues were incubated with antibody anti-PGC-1*α* (1 : 100, Abcam) at 4°C for 24 h. After washing with PBS, cochlear tissues were incubated with Alexa Fluor 594 secondary antibody (1 : 200, Invitrogen) at 4°C overnight in darkness. Following PBS washes, the tissues were then incubated with Alexa Fluor 488 phalloidin (1 : 100, Invitrogen) at room temperature for 1 h. Then, the tissues were washed and counterstained with DAPI for 30 minutes and imaged with Zeiss LSM 710 confocal microscopy (Zeiss, Germany). Images were then analyzed using NIH ImageJ software.

### 2.11. Cell Viability Assay

Cells were treated with 1 mM H_2_O_2_ (Sigma-Aldrich, USA) for 2 h. To activate mitochondrial biogenesis, cells were preincubated with 5 *μ*M resveratrol (Sigma-Aldrich) or 0.5 *μ*M SRT1720 (Selleck, USA) for 24 h. Cell viability was detected using CCK-8 kits (DOJINDO, Japan) according to the manufacturer's protocols. Briefly, cells were plated into a 96-well plate. At the indicated time after treatments, 10 *μ*l CCK-8 solution was added into the wells. Cells were then incubated at 37°C in an incubator for 1 h. Then, a microplate reader (Labsystems Dragon, Finland) was used to measure the absorbance at 450 nm.

### 2.12. ATP Assay

An ATP assay was performed using an ATP Assay Kit (Beyotime, Shanghai, China) following the manufacturer's instructions. Briefly, cells were homogenized with lysis buffer and centrifuged at 12000 × g for 5 min at 4°C. The ATP detection reagent was diluted with dilution buffer and added into a 96-well plate. Then, samples were added into wells and mixed with detection solution. Chemiluminescence of samples and standards were measured with a SpectraMax M5 microplate reader (Molecular Devices, USA). The levels of ATP were calculated based on the standard curve and normalized to the protein content.

### 2.13. Mitochondrial Staining

Mitochondrial staining was conducted with the mitochondrial probe MitoTracker Red CMXRos (Yeasen, Shanghai, China) according to the manufacturer's protocols. Briefly, cells were incubated with CMXRos (500 nM) at 37°C in an incubator for 30 min. After washing with PBS, the cells were counterstained with DAPI for 10 minutes and imaged with an Olympus BX63 microscope (Olympus, Japan).

### 2.14. Mitochondrial Reactive Oxygen Species (ROS) Detection

Mitochondrial ROS levels were measured by staining with MitoTracker Red CM-H2XRos (Invitrogen) following the manufacturer's instructions. Briefly, cells were incubated with CM-H2XRos (500 nM) at 37°C in an incubator for 30 min. After washing with PBS, the cells were counterstained with DAPI for 10 minutes and imaged with an Olympus BX63 microscope (Olympus).

### 2.15. Mitochondrial Membrane Potential (MMP) Assay

A JC-1 Kit (GeneCopoeia, USA) was used to measure mitochondrial membrane potential following the manufacturer's instructions. Briefly, cells were incubated with a diluted JC-1 reagent (1 : 100) at 37°C in an incubator for 30 min. Then, cells were analyzed by flow cytometry with FACSVerse (BD Biosciences, USA).

### 2.16. Mitochondrial DNA (mtDNA) Content Analysis

Total genomic DNA was extracted from cells using a Universal Genomic DNA Extraction Kit (Takara) according to the manufacturer's protocols. The mtDNA levels were quantified by qPCR on a Roche LightCycler 96 (Roche) using D-loop primers (forward: 5′-GGTTCTTACTTCAGGGCCATCA-3′, reverse: 5′-GATTAGACCCGTTACCATCGAGAT-3′). Nuclear gene beta2-microglobulin (B2M) primers (forward: 5′-ATGGGAAGCCGAACATACTG-3′, reverse: 5′-CAGTCTCAGTGGGGGTGAAT-3′) were used as a nuclear control.

### 2.17. Statistical Analysis

All experiments were independently repeated at least 3 times. Data were presented as the mean ± SEM and analyzed with SPSS software and GraphPad Prism 5 software. Student's *t*-test and one-way ANOVA were used for statistical analysis. Values of *p* < 0.05 were considered significant.

## 3. Results

### 3.1. Progressive Hearing Loss with Aging in C57BL/6 Mice

Auditory brainstem response (ABR) tests were performed to examine hearing function in C57BL/6 mice. The average thresholds from old mice (71 ± 11 dB at 8 kHz, 80 ± 13 dB at 16 kHz, and 99 ± 4 dB at 32 kHz) were significantly elevated compared with those from young mice (36 ± 7 dB at 8 kHz, 34 ± 6 dB at 16 kHz, and 43 ± 11 dB at 32 kHz) (Figure 1). These data indicate that C57BL/6 mice developed early-onset AHL.

### 3.2. Differential Expression Profile of LncRNA in the Cochlea of Aged C57BL/6 Mice

To identify AHL-related lncRNAs, cochlear tissues from young and old C57BL/6 mice were collected for RNA-sequencing. 

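Cochlear tissue from 3 mice was mixed for each sample, and 3 samples from young mice and 3 samples from old mice were sequenced. The paper gives the age of the young mice as 4 weeks and the sample labels give it as 1 month, and the old mice were 12 months old in both. The sample labels name the cochlear basilar membrane as the tissue. The authors aligned the filtered reads to GRCm38, assembled transcripts with Cufflinks and computed FPKM with Cuffdiff, and the table used here holds 1 FPKM value per transcript and sample. It lists 56671 transcripts, of which 55679 carry Ensembl identifiers and 992 are the authors' own lncRNAs, named with the prefix LNC_ and given without positions. Of the Ensembl transcripts, 55275 were found in GENCODE release M21, where 3243 are annotated as long noncoding, so that 4235 lncRNA transcripts were analysed. The 404 Ensembl transcripts that were not found were analysed with the other transcripts. Read counts were not used here. The FPKM values of 1 sample summed to between 576487 and 601724. The low FPKM values of transcripts from 1000 to 4000 nt that are alone in their gene fell on steps, with 93 to 95% of them within 0.1 of a whole number of steps in each sample against 20% by chance. The length of each transcript was reduced by 280 to 300 nt for this, as gave the sharpest steps in each sample. These steps correspond to between 12490000 and 15680000 fragments per sample, and the fragment numbers given for single transcripts were estimated from them. Old and young samples were compared with limma (lmFit, then eBayes with a trend of the variance on the mean) on log2(FPKM + 0.1). The two-sided test covered the 38764 transcripts with a mean FPKM of at least 0.1 over the 6 samples, with the Benjamini-Hochberg adjustment and a threshold of 0.05. For values per gene, the FPKM values of its transcripts were summed before the same test. Every log2 change is old minus young.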

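The lncRNA transcripts that entered the test numbered 4153, of which 3162 are annotated and 991 are the authors' own. With limma and p adjusted over these lncRNA transcripts, 1 transcript was higher in old mice, Gm11379, and 0 were lower. At an unadjusted p below 0.05, 259 lncRNA transcripts were higher and 185 were lower in old mice, where 208 in both directions together would pass by chance. All 3 old samples lay above all 3 young samples for 442 lncRNA transcripts and below them for 356, together 19.2% of those tested against 10% by chance. With p adjusted over all transcripts, 11 lncRNA transcripts were higher and 0 were lower. When the transcripts were summed per gene and p was adjusted over the 3425 lncRNA genes tested, 10 were higher and 5 were lower in old mice. With p adjusted over all 19465 genes tested, a setting chosen after the values were seen, 92 lncRNA genes were higher and 54 were lower. Without young replicate 3, 3 lncRNA transcripts were higher and 1 was lower.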

Transcriptome analysis identified 88 upregulated and 46 downregulated lncRNAs in old mice compared to the young mice (*p*‐adjust < 0.05, Figure 2(a)). Volcano plot (Figure 2(a)) and heat map (Figure 2(b)) were generated using the differentially expressed lncRNAs. 

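The samples of 1 age group did not share equally in the differences between the groups. Among the 259 lncRNA transcripts that were higher in old mice at an unadjusted p below 0.05, the highest value was in old replicate 1 for 55.2%, in old replicate 2 for 25.1% and in old replicate 3 for 19.7%. After each transcript was scaled to a mean of 0 and an SD of 1 over the 6 samples, the means of these transcripts were 0.975, 0.766 and 0.627 in old replicates 1, 2 and 3, and between -0.961 and -0.642 in the young replicates. For the 103 of them that are the authors' own transcripts, old replicate 1 held the highest value in 68.9%. Among the 185 lncRNA transcripts that were lower in old mice, young replicate 2 held the highest value in 48.6%. These transcripts were chosen by their difference between the groups, so that only the spread within a group is a measurement of its own.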

To confirm the sequencing results, three upregulated and three downregulated lncRNAs were randomly selected for validation using RT-qPCR. 

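AW112010, Gm44593, 1700030C10Rik, 5330434G04Rik, Rian and H19 were compared in the RNA-sequencing data by the summed FPKM of each gene. For each of these 6 genes, all old samples lay on 1 side of all young samples (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). AW112010 was at 1.5 ± 0.887 FPKM (SD, n = 3) in young mice and 6.16 ± 1.49 FPKM (SD, n = 3) in old mice, a log2 change of 2.16 (SE 0.49, limma adjusted p = 0.0906 over lncRNA genes). Gm44593 was at 1.12 ± 0.339 FPKM in young mice and 2.82 ± 0.331 FPKM in old mice, a log2 change of 1.30 (SE 0.27, limma adjusted p = 0.0756). 1700030C10Rik was at 1.76 ± 0.503 FPKM in young mice and 4.43 ± 1.19 FPKM in old mice, a log2 change of 1.29 (SE 0.29, limma adjusted p = 0.0906). 5330434G04Rik was at 12.9 ± 3.58 FPKM in young mice and 4.88 ± 0.972 FPKM in old mice, a log2 change of -1.37 (SE 0.23, limma adjusted p = 0.0574). Rian was at 150.5 ± 33.4 FPKM in young mice and 72.8 ± 6.37 FPKM in old mice, a log2 change of -1.03 (SE 0.16, limma adjusted p = 0.0550). H19 was at 2.03 ± 0.698 FPKM in young mice and 1.01 ± 0.391 FPKM in old mice, a log2 change of -0.94 (SE 0.34, limma adjusted p = 0.242). Thus 0 of the 6 genes passed the threshold with p adjusted over lncRNA genes. With p adjusted over all genes tested, 5 of the 6 passed, all but H19, and the choice between these adjustments was made after both were seen. When adjusted over the list alone, 6 passed, which is not independent evidence because the study chose the 6 genes on these samples. The same limit holds for their directions and for the separation of the groups. With a pseudocount of 1 the log2 change of AW112010 was 1.57. With each sample left out in turn it stayed between 1.56 and 2.52. It moved most without young replicate 3 (1.56), where it passed the threshold (limma adjusted p = 0.0493). Of the H19 transcripts in the table, ENSMUST00000136359 had a log2 change of -1.52, and ENSMUST00000140716 was below 0.001 FPKM in the young samples and in old replicate 3 and at 0.137 FPKM or more in the other old samples.

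**Figure D1:**
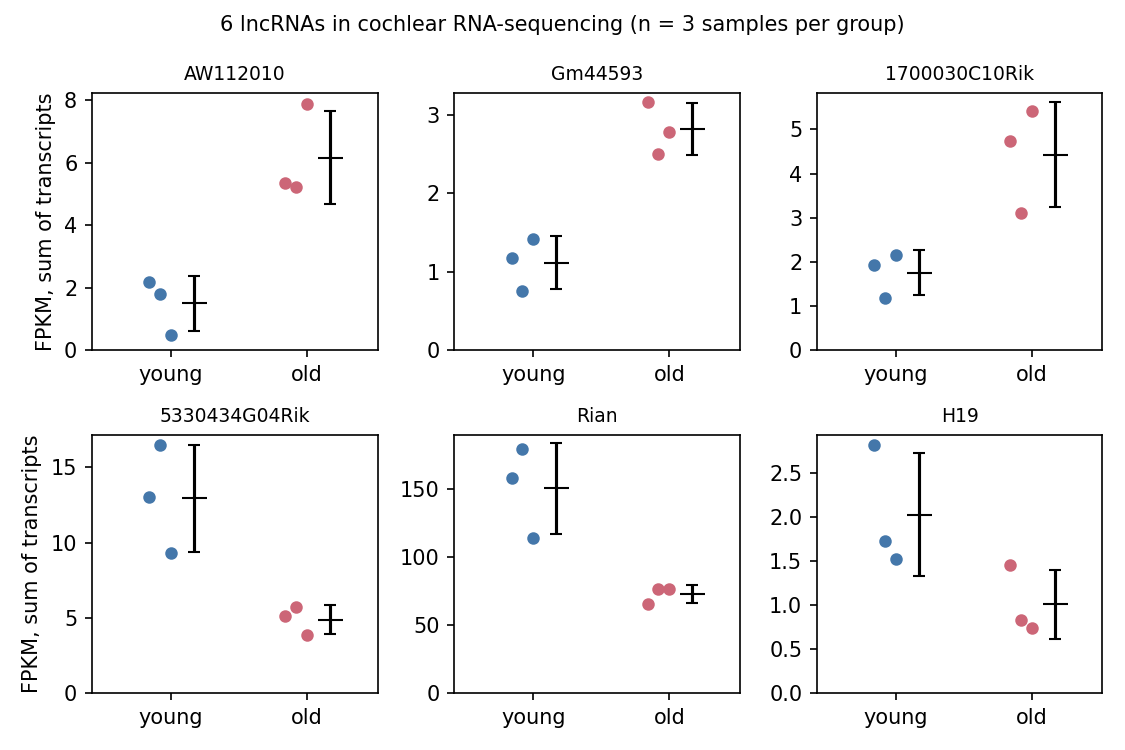
Summed FPKM of the 6 lncRNAs in each sample, with a point per sample and the mean and SD of each age group. The old samples of AW112010 lie between 5.23 and 7.88 FPKM and the young samples between 0.502 and 2.20 FPKM.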

The expression patterns of all transcripts were consistent with the RNA-sequencing analysis (Figure 2(c)). These results suggest that lncRNA disorder was accompanied with the development of AHL in C57BL/6 mice.

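Gm11379 (ENSMUST00000154678), the lncRNA transcript that passed the threshold, lies on chromosome 13 of GRCm38 from 31797539 to 31800789 on the plus strand, with 2 exons and 381 nt. It was listed at 0 in the young samples and at 469, 1702 and 1706 FPKM in old replicates 1, 2 and 3 (limma adjusted p = 0.000163). Of the 41 other transcripts shorter than 400 nt with 100 FPKM or more in a sample, 8 were at 0 (below 0.001 FPKM) in another sample of the same group, against 0 of the 802 transcripts of at least 400 nt, a count made after the values of Gm11379 were seen. The lncRNA transcripts with the next smallest unadjusted p, among those with a mean of at least 1 FPKM and groups that did not overlap, did not pass with p adjusted over lncRNA transcripts. The higher ones had a limma adjusted p of 0.132. 2410006H16Rik rose from 85.2 ± 3.34 FPKM (SD, n = 3) in young mice to 135.5 ± 11.8 FPKM (SD, n = 3) in old mice, and Gm26694 rose from 26.2 ± 2.62 to 42.9 ± 2.58 FPKM. LNC_000060 rose from 2.86 ± 0.875 to 10.8 ± 2.19 FPKM, and the Mir22hg transcript ENSMUST00000134345 rose from 6.32 ± 0.776 to 13.0 ± 1.74 FPKM. The lower ones had a limma adjusted p of 0.150. The Rian transcript ENSMUST00000183215 went from 7.40 ± 1.08 FPKM in young mice to 2.92 ± 0.593 FPKM in old mice, and the 5330434G04Rik transcript ENSMUST00000150604 went from 5.57 ± 1.24 to 1.72 ± 0.467 FPKM. 1700020I14Rik went from 49.7 ± 9.04 to 28.5 ± 1.15 FPKM, the noncoding transcript ENSMUST00000130912 of Tctn2 went from 2.09 ± 1.05 to 0.0928 ± 0.0771 FPKM, and LNC_000983 went from 3.47 ± 2.96 FPKM to 0 in the old samples. With p adjusted over all transcripts, 2410006H16Rik, Gm26694, LNC_000060 and the Mir22hg transcript passed (limma adjusted p from 0.0360 to 0.0458), and the lower ones did not. Summed per gene with p adjusted over lncRNA genes, the genes of these higher ones passed, as did 1700020I14Rik and LNC_000983 (limma adjusted p from 0.0279 to 0.0460). Rian and 5330434G04Rik did not pass there (0.0550 and 0.0574). From the lncRNAs that differed between old and young mice in the sequencing and RT-qPCR, the paper proposes that disturbed lncRNA expression went along with AHL in this mouse strain.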

### 3.3. AW112010 Promotes Mitochondrial Function and Cell Survival in HEI-OC1 Cells

Among these dysregulated lncRNAs, we focused on the significantly upregulated gene AW112010, which has been reported to be induced following virus infection in microglia and astrocytes [14]. 

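AW112010 (ENSMUSG00000075010) is annotated in GENCODE M21 as a long intergenic noncoding RNA gene on chromosome 19 of GRCm38, from 11047612 to 11055808 on the minus strand. The nearest protein-coding gene is Ms4a8a, on the same strand from 11067471 to 11081102, at a distance of 11663 nt. The annotation holds 2 transcripts of AW112010, of which 1 is in the table. This transcript, ENSMUST00000099676, has 3 exons and 770 nt and spans 11047617 to 11050566. The other, ENSMUST00000238097, has the same exon 2, from 11048279 to 11048392, and starts at a first exon from 11055780 to 11055808. The annotation release that the authors used is not named in the paper's text. The FPKM of AW112010 was 2.20, 1.80 and 0.502 in young replicates 1, 2 and 3, estimated from 14, 12 and 3 fragments. In old replicates 1, 2 and 3 it was 5.37, 5.23 and 7.88, from 31.9, 40.2 and 51.1 estimated fragments.

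**Figure D2:**
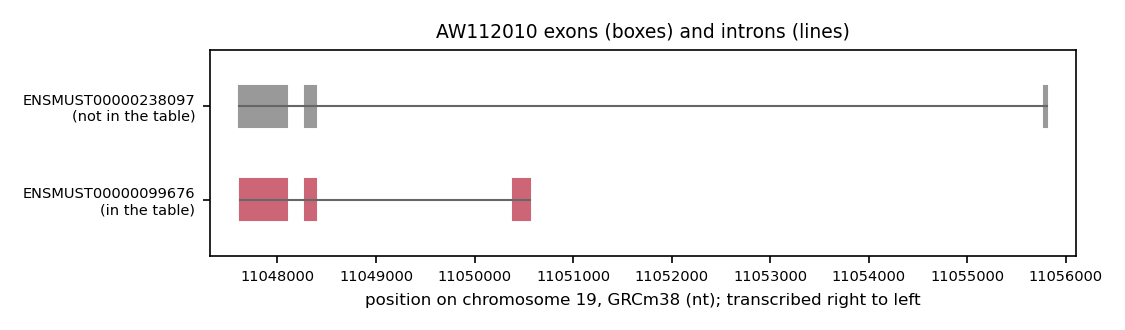
Exons of the annotated transcripts of AW112010 on chromosome 19 of GRCm38, with the position in nt along the horizontal axis, boxes for exons and lines for introns. The transcript in the table ends at 11050566, and the first exon of the other transcript lies from 11055780 to 11055808.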

Firstly, we examined the expression pattern of AW112010 in HEI-OC1 cells under H_2_O_2_ treatment and serum deprivation to mimic the condition of oxidative stress and energy shortage *in vivo*. As observed in the aged cochlea sample, the expression of AW112010 was markedly induced in response to H_2_O_2_ (1 mM) stimulation (*p* < 0.05, Figure 3(a)) and serum deprivation (*p* < 0.05, Figure 3(b)). Further, Compound C, a specific AMPK inhibitor, was used to block the energy-sensitive AMPK signaling. The RT-qPCR assay showed that Compound C decreased the expression of AW112010 (*p* < 0.05, Figure 3(c)). These results indicate that AW112010 may be involved in oxidative stress and energy metabolism.

Given that the mitochondrion is the central organelle in regulating energy metabolism and oxidative stress, we wondered about the role of AW112010 in mitochondrial function. First, the expression of AW112010 was knocked down by transfection of Smart Silencer (a commercial mixture of siRNA and ASO) in HEI-OC1 cells. The knockdown efficiency was confirmed by RT-qPCR (*p* < 0.01, Figure 3(d)). Then, we measured the ATP level, mitochondrial ROS generation, mitochondrial membrane potential (MMP), and cell viability in HEI-OC1 cells. AW112010 knockdown decreased the cellular ATP level (*p* < 0.05, Figure 3(e)). The JC-1 assay showed that AW112010 inhibition decreased MMP (*p* < 0.05, Figure 3(f)). AW112010 inhibition elevated mitochondrial ROS generation under H_2_O_2_ stimulation (Figure 3(g)). The CCK-8 assay revealed that AW112010 knockdown slightly decreased cell survival (*p* < 0.05, Figure 3(h)). Under H_2_O_2_ (1 mM) stimulation, AW112010 knockdown significantly reduced the cell survival rate compared to the control group (*p* < 0.01, Figure 3(h)). Furthermore, HEI-OC1 cells were transfected with pcDNA3.1-AW112010 plasmid to express AW112010 (*p* < 0.01, Figure 3(i)). AW112010 overexpression increased cell survival in H_2_O_2_-stressed HEI-OC1 cells (Figure 3(j)). These results suggest that AW112010 promoted mitochondrial function and cell survival in HEI-OC1 cells.

### 3.4. AW112010 Induces Mitochondrial Biogenesis Process in HEI-OC1 Cells

To determine whether AW112010 plays a role in mitochondrial biogenesis, the mitochondrial mass was assessed by mitochondrial probe staining. Silencing of AW112010 decreased the red fluorescence of mitochondrial staining in HEI-OC1 cells (Figure 4(a)). Further, the level of mtDNA (D-loop) was reduced in AW112010 silencing cells compared to the control (*p* < 0.05, Figure 4(b)). In addition, Western blot analysis showed that the levels of mitochondrial biogenesis transcription factors PGC-1*α* and TFAM decreased in AW112010 silencing cells (*p* < 0.05, Figure 4(c)). Resveratrol and SRT1720 have been proposed to activate mitochondrial biogenesis. Resveratrol (5 *μ*M) and SRT1720 (0.5 *μ*M) evidently increased the protein level of PGC-1*α* and TFAM in HEI-OC1 cells (Figures 4(d) and 4(f)). Treatment with resveratrol (5 *μ*M) and SRT1720 (0.5 *μ*M) protected HEI-OC1 cells against H_2_O_2_ insults (Figures 4(e) and 4(g)). These data indicate that AW112010 activated mitochondrial biogenesis in HEI-OC1 cells.

### 3.5. Activated Mitochondrial Biogenesis Process in the Cochlea of Aged C57BL/6 Mice

To determine the status of the mitochondrial biogenesis process in the aged cochlea, cochlear tissues from young and aged C57BL/6 mice were collected for detection of mitochondrial biogenesis-related transcription factors. Western blot analysis showed that the levels of PGC-1*α* and TFAM were significantly elevated in aged cochlea samples (*p* < 0.05, Figure 5(a)). Immunocytochemical analysis further showed that the PGC-1*α* immunolabeling was increased in the outer hair cells of aged cochlea samples (*p* < 0.05, Figure 5(b)). Moreover, the mtDNA level was higher in aged cochlea tissues than in the young (*p* < 0.01, Figure 5(c)). Taken together, these findings suggest that the mitochondrial biogenesis process was activated in the cochlea of aged C57BL/6 mice.

### 3.6. AW112010 Modulates the Activation of AMPK in HEI-OC1 Cells

AMPK functions as a cellular energy sensor and is a critical mediator of mitochondrial biogenesis [11]. Inhibition of AMPK by Compound C decreased the expression of mitochondrial biogenesis transcription factor PGC-1*α* (*p* < 0.05, Figure 6(a)). To test if AW112010 may regulate mitochondrial biogenesis via the AMPK pathway, the expression of activated AMPK was detected by Western blot assays. AW112010 silencing reduced the level of phosphorylated AMPK (*p* < 0.01, Figure 6(b)), while AW112010 overexpression increased it (*p* < 0.05, Figure 6(c)). These data suggest that AW112010 positively modulated AMPK activation in HEI-OC1 cells.

### 3.7. Transcription Factor Arid5b Regulates AW112010 Expression

We next explored the mechanism of upregulation of AW112010 in aged cochlea samples. Using the QIAGEN database (http://www.sabiosciences.com/chipqpcrsearch.php), we found that Arid5b is the top one transcription factor for AW112010. Further, siRNA-mediated knockdown of Arid5b was performed in HEI-OC1 cells (Figure 7(f)). Arid5b knockdown cells showed a marked decrease in AW112010 expression (*p* < 0.05, Figure 7(a)). Moreover, the expression of Arid5b in the aged cochlea was examined. Similar to elevated AW112010, the Arid5b RNA and protein levels were increased in aged cochlea samples (*p* < 0.01, Figures 7(b) and 7(c)). H_2_O_2_ stimulation and serum deprivation induced Arid5b expression in HEI-OC1 cells (*p* < 0.01, Figures 7(d) and 7(e)). Additionally, Arid5b inhibition reduced the protein levels of PGC-1*α* and TFAM (*p* < 0.05, Figure 7(f)) and decreased the cell viability in HEI-OC1 cells (Figure 7(g)). These results indicate that transcription factor Arid5b positively regulated AW112010 expression and mitochondrial biogenesis.

## 4. Discussion

In this study, we identified dysregulated lncRNAs in the cochlea of aged C57BL/6 mice, which displayed early-onset AHL. We focused on the significantly upregulated AW112010 and its role in mitochondrial biogenesis. In HEI-OC1 cells, AW112010 promoted mitochondrial function and mitochondrial biogenesis. In accordance with elevated AW112010 expression, the mitochondrial biogenesis process was activated in the aged cochlea. Moreover, AW112010 positively regulated the energy-sensitive AMPK signaling in HEI-OC1 cells. In addition, transcription factor Arid5b elevated in the aged cochlea and positively modulated the AW112010 level and mitochondrial biogenesis in HEI-OC1 cells (Figure 8).

Increasing evidence has demonstrated that lncRNAs play critical roles in aging-associated diseases [8, 15–17]. In this study, to the best of our knowledge, we first revealed the lncRNA profile in the aged cochlea in an AHL mouse model. These dysregulated lncRNAs may have favorable or harmful effects on the survival of cochlear hair cells. Among these altered lncRNAs, AW112010 was significantly increased in the aged cochlea. It has been reported to be induced following virus infection in microglia and astrocytes [14], but its function has not been characterized. Cells usually suffer from excessive oxidative stress and energy shortage with aging [18]. We speculated that AW112010 might be induced under such adverse situations *in vitro*. As expected, H_2_O_2_ stimulation and serum deprivation significantly triggered AW112010 expression in HEI-OC1 cells. In addition, AMPK inhibitor Compound C markedly reduced AW112010 expression, suggesting that AW112010 is sensitive to AMPK signaling which plays a key role in energy metabolism. These findings suggest that AW112010 may be involved in oxidative stress and energy metabolism.

Mitochondria are the cellular center for energy production as well as the major source of ROS [19, 20]. Mitochondrial dysfunction is an important mechanism underlying AHL development [1]. In this study, we revealed that AW112010 has a protective role in maintaining mitochondrial function in HEI-OC1 cells. Elevated AW112010 in the aged cochlea was probably a result of adaptive mechanism to cope with the shortage of energy and insult of ROS. A progressive increase in mitochondrial mass was observed during aging in multiple cell types of diverse organisms [11, 21]. In aged tissues, cells usually suffer from energy shortage and excessive ROS. Mitochondrial biogenesis takes place under basal condition and is an adaptive response induced by cells to maintain energy demands [22]. In the present study, we observed an activated expression of PGC-1*α* and TFAM in aged mouse cochlea. PGC-1*α* is a core regulator of mitochondrial biogenesis [23, 24]. A recent study revealed that lncRNA Tug1 regulated mitochondrial bioenergetics through transcriptionally activating PGC-1*α* expression [13]. In this study, we demonstrated that AW112010 positively regulates mitochondrial mass and the expression of PGC-1*α* and TFAM in HEI-OC1 cells. It is reasonable to speculate that an elevated AW112010 level in the aged cochlea must, at least partially, account for the activated mitochondrial biogenesis process in the purpose of maintaining mitochondrial function. Resveratrol and SRT1720 have been demonstrated to promote mitochondrial biogenesis via activation of sirtuin 1/PGC-1*α* signaling [25, 26]. In our study, resveratrol and SRT1720 induced the expression of PGC-1*α* and TFAM and rescued cell viability under oxidative stress in AW112010 silencing cells. Activation of PGC-1*α* by genetic or pharmacological methods rescued the phenotypes of genetic models of Parkinson's disease [27]. Our study and others' together supported the notion that promotion of mitochondrial biogenesis may serve as an effective method to treating aging-related diseases.

Mitochondrial biogenesis is controlled by multiple signaling pathways like AMPK, which is the major energy sensor in cells [11, 28]. AMPK phosphorylates PGC-1*α* and induces mitochondrial biogenesis [11]. In this study, we observed that AW112010 induced the activation of AMPK. AW112010 might regulate mitochondrial biogenesis through AMPK signaling. To explore the upstream regulator of AW112010, we found that transcription factor Arid5b mediated the expression of AW112010 in HEI-OC1 cells. In addition, similar to the AW112010 expression pattern, the level of Arid5b was elevated in aged cochlea samples. Arid5b might be partially responsible for the overexpression of AW112010 in the aged cochlea. In addition, Arid5b positively modulated the expression of PGC-1*α* and TFAM. Under oxidative stress and energy shortage conditions, the Arid5b/AW112010 signaling might be activated and attempted to recover cellular homeostasis in the cochlea of aged mice. Arid5b has also been proposed to be an important mediator in lipid metabolism via inducing the expression of CCAAT/enhancer-binding protein *α* (C/EBP*α*) and peroxisome proliferator-activated receptor-*γ* (PPAR*γ*) in adipocytes [29, 30].

In sum, our findings, for the first time, demonstrated that lncRNAs were dysregulated with aging in the cochlea of C57BL/6 mice. The Arid5b/AW112010 signaling was activated in aged mouse cochlea and positively modulated the mitochondrial biogenesis process to maintain mitochondrial function. Our results increase our understanding of lncRNA-mediated mitochondrial biogenesis in maintaining hair cell homeostasis and provide potential targets for developing lncRNA-based therapeutics in AHL.

## Figures and Tables

**Figure 1:**
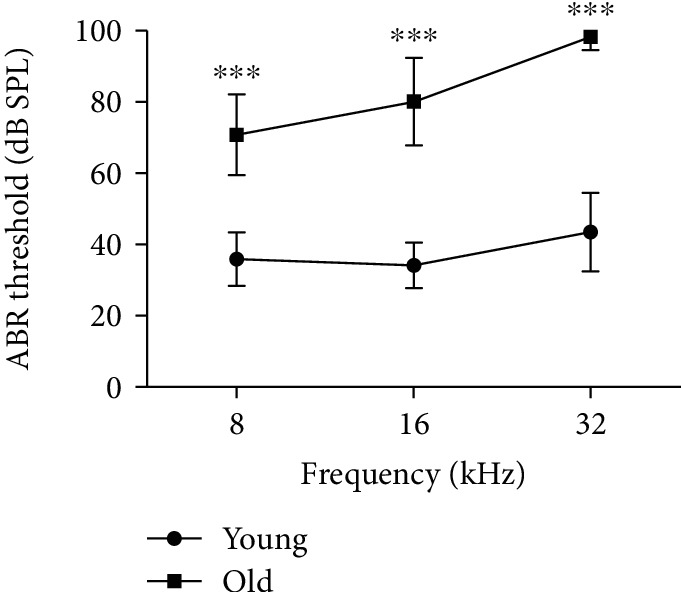
Elevated auditory brainstem response thresholds in aging C57BL/6 mice. Increased auditory brainstem response thresholds were observed in 12-month-old C57BL/6 mice at 8, 16, and 32 kHz. ^∗∗∗^*p* < 0.001 relative to 4-week-old C57BL/6 mice, *n* = 25.

**Figure 2:**
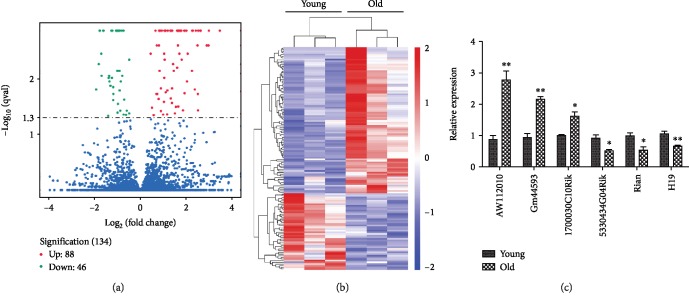
Differentially expressed lncRNAs in the cochlea of aged C57BL/6 mice. (a) Volcano plot showing comparative cochlea lncRNA gene expression in 4-week (young)- and 12-month (old)-old C57BL/6 mice (*n* = 3). Red dots indicated the significantly increased transcripts (88), and blue dots represented the significantly decreased transcripts (46) in old mice (*p*‐adjust < 0.05). (b) Heat map showing hierarchical clustering of differentially expressed lncRNAs. Red indicated high relative expression, and blue represented low relative expression. (c) RT-qPCR analysis validation of 6 differentially expressed lncRNAs. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

**Figure 3:**
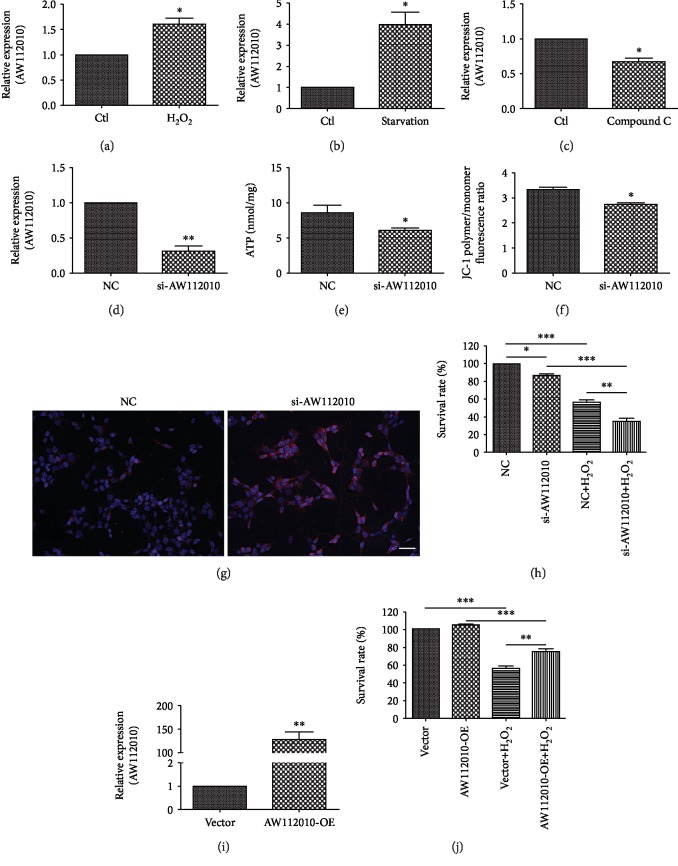
LncRNA AW112010 promoted mitochondrial function and cell survival in HEI-OC1 cells. (a) HEI-OC1 cells were treated with 1 mM H_2_O_2_ for 6 h. RT-qPCR analysis showed that H_2_O_2_ treatment increased AW112010 expression in HEI-OC1 cells. (b) Serum deprivation elevated AW112010 expression in HEI-OC1 cells. (c) HEI-OC1 cells were incubated with 5 *μ*M Compound C for 24 h. RT-qPCR analysis showed that Compound C decreased AW112010 expression in HEI-OC1 cells. (d) RT-qPCR analysis validation of AW112010 knockdown (si-AW112010) by Smart Silencer in HEI-OC1 cells. (e) ATP assay showed reduced ATP levels in AW112010 knockdown cells compared to negative control cells. (f) JC-1 assay revealed a decreased JC-1 polymer/monomer fluorescence ratio in AW112010 knockdown cells. (g) Mitochondrial ROS was measured using CM-H2XRos probes. Immunocytochemical analysis showed elevated red fluorescence in AW112010 knockdown cells under 1 mM H_2_O_2_ stimulation. Scale bar: 50 *μ*m. (h) CCK-8 assay revealed decreased cell viability in AW112010 knockdown cells in the presence or absence of 1 mM H_2_O_2_ treatment compared to negative control cells. (i) RT-qPCR analysis validation of AW112010 overexpression (AW112010-OE) in HEI-OC1 cells. (j) CCK-8 assay showed increased cell viability in AW112010 overexpression cells under H_2_O_2_ treatment. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001. Ctl: control; NC: negative control.

**Figure 4:**
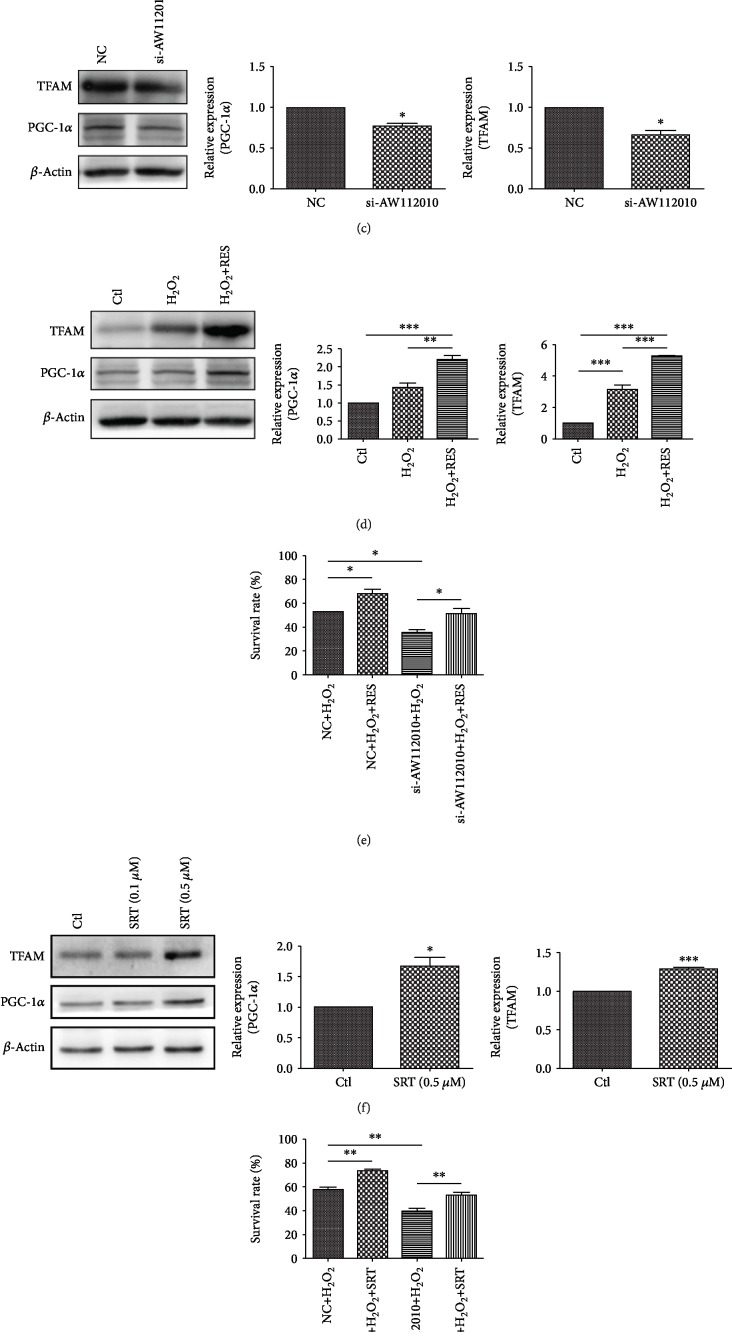
AW112010 induced mitochondrial biogenesis in HEI-OC1 cells. (a) Mitochondrial mass was measured using MitoTracker Red CMXRos probes. Mitochondrial staining showed reduced red fluorescence in AW112010 knockdown cells. Scale bar: 50 *μ*m. (b) mtDNA (D-loop) levels were detected by qPCR and normalized to nuclear gene beta2-microglobulin. Silencing of AW112010 reduced the mtDNA content in HEI-OC1 cells. (c) Western blot and densitometry of mitochondrial biogenesis-related transcription factors PGC-1*α* and TFAM. Levels of PGC-1*α* and TFAM were normalized to the *β*-actin level. AW112010 knockdown reduced the expression of PGC-1*α* and TFAM in HEI-OC1 cells. (d) HEI-OC1 cells were preincubated with resveratrol (5 *μ*M) for 24 h and then treated with H_2_O_2_ (1 mM) for 6 h. Western blot showed that resveratrol activated the expression of PGC-1*α* and TFAM in HEI-OC1 cells. (e) After AW112010 Smart Silencer transfection, cells were preincubated with resveratrol (5 *μ*M) for 24 h and then treated with H_2_O_2_ (1 mM) for 2 h. CCK-8 assay revealed that resveratrol elevated cell viability against H_2_O_2_ insults in HEI-OC1 cells. (f) HEI-OC1 cells were incubated with 0.1 or 0.5 *μ*M STR1720 for 24 h. Western blot showed that 0.5 *μ*M SRT1720 induced the expression of PGC-1*α* and TFAM in HEI-OC1 cells. (g) After AW112010 Smart Silencer transfection, cells were preincubated with SRT1720 (0.5 *μ*M) for 24 h and then treated with H_2_O_2_ (1 mM) for 2 h. CCK-8 assay revealed that SRT1720 increased cell viability against H_2_O_2_ insults in HEI-OC1 cells. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001. RES: resveratrol; SRT: SRT1720.

**Figure 5:**
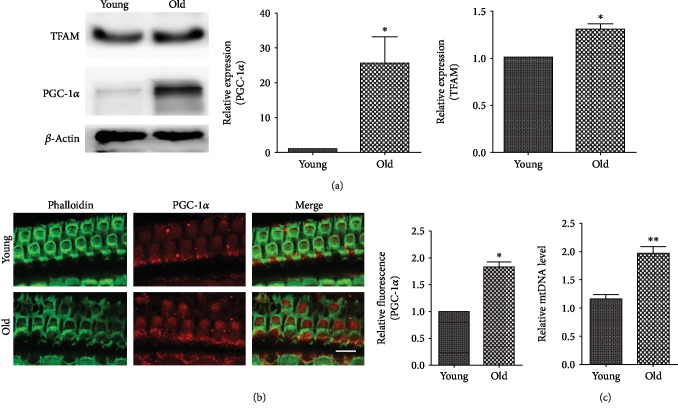
Activation of the mitochondrial biogenesis process in the cochlea of aged C57BL/6 mice. (a) Western blot and densitometry of PGC-1*α* and TFAM. Levels of PGC-1*α* and TFAM were normalized to the *β*-actin level. Increased expressions of PGC-1*α* and TFAM were detected in the cochlea of aged mice. (b) Immunocytochemical analysis showed elevated immunolabeling of PGC-1*α* in the outer hair cells of aged mice. Scale bar: 10 *μ*m. (c) qPCR analysis showed an increased mtDNA level in aged cochlea tissues. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

**Figure 6:**
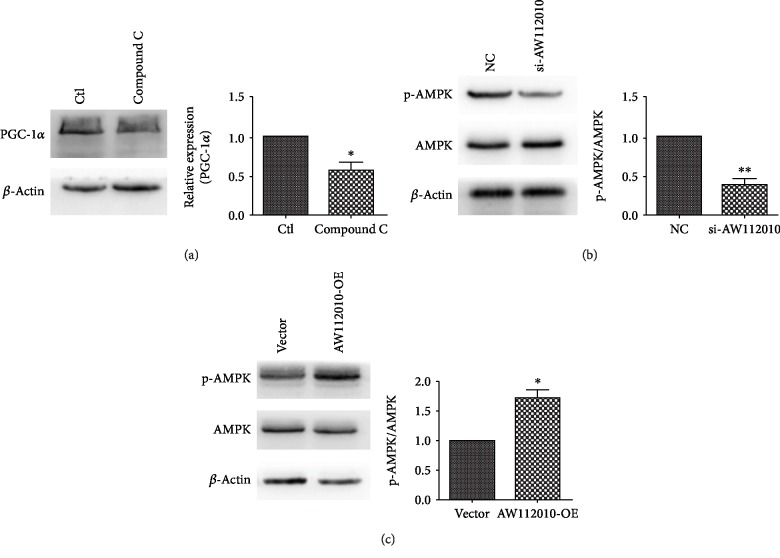
AW112010 induced the activation of AMPK in HEI-OC1 cells. (a) Western blot assay showed that AMPK inhibitor Compound C decreased the expression of PGC-1*α* in HEI-OC1 cells. (b) Western blot assay revealed that AW112010 knockdown reduced the expression of phosphorylated AMPK (p-AMPK) in HEI-OC1 cells. (c) Western blot assay showed that AW112010 overexpression increased the expression of p-AMPK in HEI-OC1 cells. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01.

**Figure 7:**
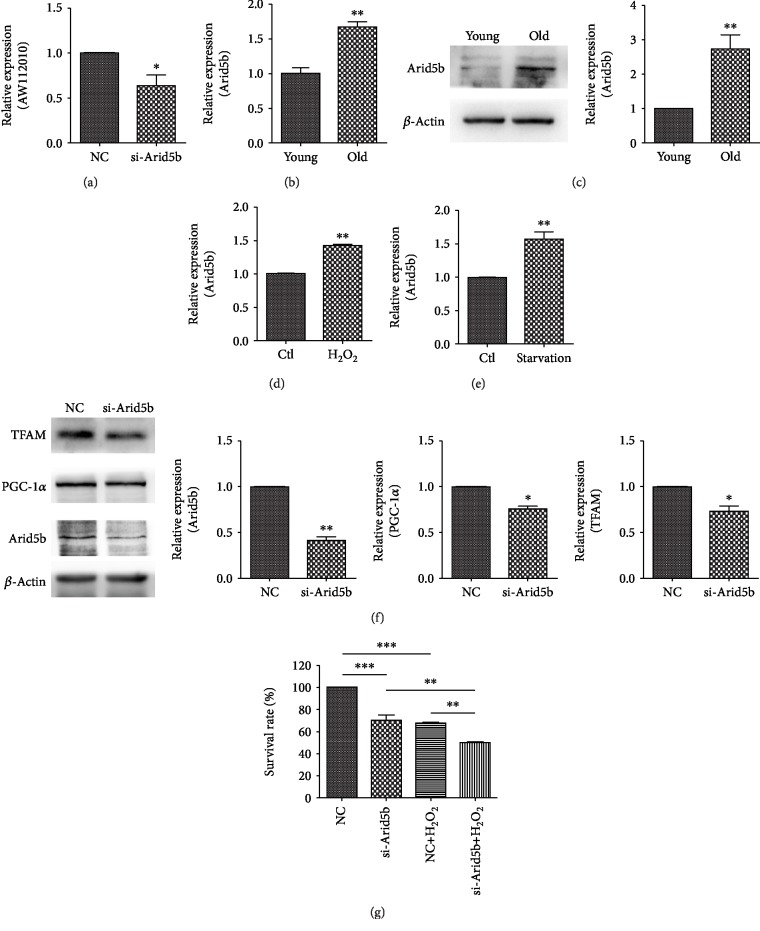
Transcription factor Arid5b modulated the expression of AW112010 and mitochondrial biogenesis process. (a) RT-qPCR assay revealed a reduced expression of AW112010 in Arid5b knockdown cells compared to negative control cells. The expression of Arid5b in the mouse cochlea was measured by RT-qPCR (b) and Western blot assay (c). Elevated mRNA and protein expression of Arid5b was detected in old mice compared to young mice. RT-qPCR assay showed an increased expression of Arid5b in HEI-OC1 cells under the treatment of H_2_O_2_ (d) and serum deprivation (e) in HEI-OC1 cells. (f) Western blot assay showed that Arid5b knockdown inhibited the expression of PGC-1*α* and TFAM in HEI-OC1 cells. (g) CCK-8 assay revealed decreased cell viability in Arid5b knockdown cells in the presence or absence of 1 mM H_2_O_2_ treatment compared to negative control cells. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, and ^∗∗∗^*p* < 0.001.

**Figure 8:**
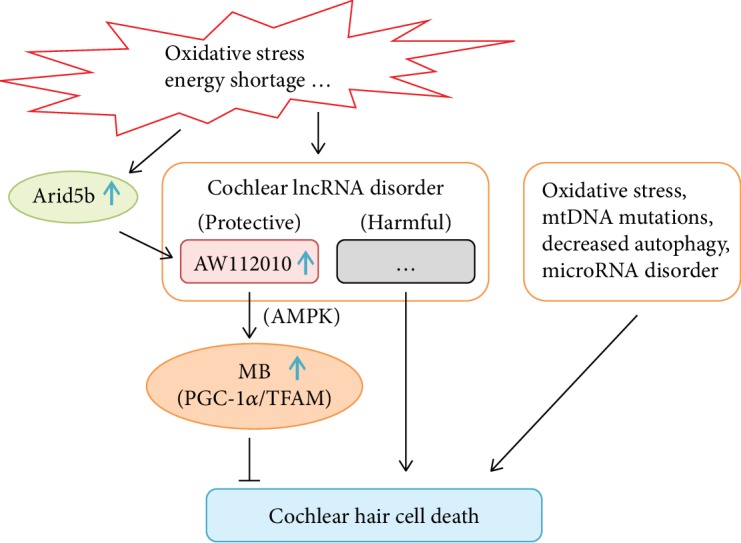
Schematic model demonstrating that activated Arid5b/AW112010 signaling promotes mitochondrial biogenesis in the cochlea. Oxidative stress, mitochondrial DNA (mtDNA) mutations, decreased autophagy, and microRNA disorder account for the death of cochlear hair cells [1, 2, 4, 5]. During aging, adverse factors such as oxidative stress and energy shortage result in the dysregulation of cochlear lncRNAs, which might have protective or harmful roles in cochlear cell survival. In these adverse conditions, transcription factor Arid5b is elevated and activates the expression of AW112010. AW112010, probably via the activation of AMPK, increases the expression of PGC-1*α* and TFAM and promotes mitochondrial biogenesis (MB) in the purpose of protecting the cochlear hair cell from death.

## Data Availability

The sequencing data have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE127204.

How the deposited data were processed for this re-analysis (not part of the article)

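Cochlear tissue of young and old C57BL/6 mice was analysed by RNA-sequencing, with 3 samples per age group and tissue of 3 mice mixed in each sample. The authors made directional libraries, sequenced paired-end reads, filtered them, aligned them to GRCm38, assembled transcripts with Cufflinks (v2.1.1) and computed FPKM per transcript and sample with Cuffdiff (v2.1.1). The paper's text does not name the aligner, the read filter, the annotation release or how libraries were scaled to each other. The values are FPKM and were not scaled further here. Samples were assigned to the age groups from their labels.

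Transcripts were matched to GENCODE release M21 (Ensembl release 96). A transcript was taken as lncRNA when the long noncoding annotation of that release lists it or when it carries the authors' prefix LNC_, and a gene was taken as an lncRNA gene when all of its transcripts in the table are lncRNA. The release that the authors used may differ, and 404 Ensembl transcripts were not matched. The depth per sample was estimated from the steps between low FPKM values at 12490000 to 15680000 fragments. No fragment number was estimated for transcripts shorter than 500 nt, and an estimated fragment number carries counting error only.

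The comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(FPKM + 0.1), for transcripts, or genes as sums of their transcripts, with a mean FPKM of at least 0.1, with age group as the only term. Cuffdiff, the test of the paper, needs the reads, which were not used here. P-values were adjusted by the Benjamini-Hochberg method over lncRNA transcripts, over the other transcripts, or over lncRNA genes, with a threshold of 0.05. The median prior degrees of freedom were 2.68 for transcripts and 3.42 for genes. Single genes were also compared by an exact permutation test, whose smallest two-sided p is 0.1 for 3 samples against 3. The code was tested on simulated data with known changes.

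Lists of genes were written before the data were examined, from general knowledge, for hair cells, supporting cells, spiral ganglion neurons, Schwann cells and myelin, macrophages, erythrocytes, osteoblasts and bone, the interferon response, antigen presentation, the PGC-1alpha axis, nuclear OXPHOS (oxidative phosphorylation) genes and mitochondrially encoded genes. They were tested with camera with a preset correlation between genes of 0.01, with camera with an estimated correlation, and with fry, each adjusted over the 12 lists. A list was taken up for a closer look where it passed both camera with the preset correlation and fry, a rule set after the list results were seen. A list of imprinted genes was written later, after the values of 11 of its 27 genes had been seen.

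The named genes are every gene that the paper names and the table holds, and, among transcripts past the threshold with groups that do not overlap, the 5 with the largest rise and the 5 with the largest fall, for lncRNA and for other transcripts. Where fewer than 5 passed, the places were filled by the smallest unadjusted p among those with groups that do not overlap and a mean of at least 1 FPKM. Other genes are named only as members of a list or where it is said that they were chosen after their values were seen.

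The settings that were varied before the data were examined were the pseudocount (0.01 and 1), the filter (no filter and a mean FPKM of at least 1), the scaling (median of ratios and quantile normalization), the variance trend, sample weights (arrayWeights), a block for the replicate number, each sample left out, the set of transcripts over which p is adjusted, sums per gene or the most abundant transcript, an unadjusted p, a 2-fold minimum, and the test for lists. Every noncoding transcript type in place of the lncRNA annotation, sums per gene adjusted over all genes or with an unadjusted p, and the adjustment over all genes for the 6 RT-qPCR lncRNAs were added after the values were seen. The design named the test of these 6 genes without the set over which p is adjusted. Adjustment over all genes was computed first, and adjustment over lncRNA genes, the set named for the lncRNA transcripts, was taken as the reported one after both results were seen.

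All splits of the 6 samples into 3 against 3, 10 in number, were analysed in the same way. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for tables, primer positions and plots. The RT-qPCR, protein, ATP and imaging data, the HEI-OC1 cells and the hearing tests of the paper were not analysed here. The value of 1 gene of the lists is not reported here.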

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

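The comparison of other transcripts, the lists of genes and their comparison, and the settings that were varied were set before the data were examined, and the tests of length, GC content and expression level were set before their results were seen. The tests of the splits of the samples, sex, scaling, blood, macrophages, sensory epithelium, nerve, bone on 1 sample and the 3 mitochondrial estimates were chosen after the result they concern was seen, and the rule by which lists are given here (past both camera and fry) was set after.

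The paper reports its sequencing for lncRNAs, and the other transcripts of the table lie outside that. Of 34611 such transcripts tested with limma, 230 were higher and 89 were lower in old mice. At an unadjusted p below 0.05 there were 3249 higher and 2909 lower, where 1731 in both directions together would pass by chance, and all old samples lay on 1 side of all young samples for 25.3% against 10% by chance. The named ones among those past the threshold are mostly transcripts near 0 in 1 age group. The higher ones are Immp2l (ENSMUST00000080160), Ralyl (ENSMUST00000108373), Timm17a (ENSMUST00000134088), Zzz3 (ENSMUST00000106101) and Scoc (ENSMUST00000212905), with means between 4.45 and 44.5 FPKM in old mice and at most 0.0565 FPKM in young mice. The lower ones are Plec (ENSMUST00000170915), Fuz (ENSMUST00000207939), Gpat4 (ENSMUST00000209507), 1700015G11Rik (ENSMUST00000185758) and the unmatched ENSMUST00000069794, with means between 3.26 and 5.60 FPKM in young mice and at most 0.0348 FPKM in old mice. These are values of single transcripts and not of whole genes, some of them short (Immp2l 239 nt, Ralyl 267 nt, Plec 316 nt). Transcripts below 0.001 FPKM in 1 age group and at 1 FPKM or more throughout the other numbered 26. The other splits of the samples into 3 against 3 gave 15 to 30, so that such a pattern was no more frequent by age. Of the 10 splits of the samples into 3 against 3, 1 gave as many other transcripts past the threshold, the split by age itself, and the largest count in the other splits was 2. As the split by age is 1 of only 10, this count could not exclude chance, whatever its result. The count rests on single samples: it was 27 in both directions without young replicate 1, 5 without young replicate 2, 523 without young replicate 3, 1 without old replicate 1, and 2 without old replicate 2 and without old replicate 3. Different transcripts were called without young replicate 3, where 202 of the 319 were shared. A swap of male and female pools was also looked at, as the paper does not give the sex. The highest FPKM of 4 Y-linked genes in any sample was 0.01 and Xist lay between 47.5 and 65.0 FPKM in all samples, which argues against a difference in sex between the groups.

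The lists of immune genes were higher in old mice. The median log2 change was 1.63 for the 21 genes of antigen presentation, 1.76 for the 16 macrophage genes and 1.93 for the 24 interferon response genes, and every gene of the 3 lists was higher in old mice. The limma adjusted p was 3.75e-17, 2.90e-13 and 1.88e-12 with camera at the preset correlation, 0.00671, 0.00671 and 0.0417 with fry, and 0.176, 0.176 and 0.274 with camera at the estimated correlation, so that they did not hold in the last test. Adjusted over the list alone, 20, 14 and 22 genes passed, and 19, 13 and 13 passed adjusted over all genes. Among the most abundant, B2m rose from 350.2 to 679 FPKM, Lyz2 from 72.7 to 450.2 FPKM and Ifit3 from 27.2 to 174.7 FPKM. Of the genes in these lists 17, 15 and 19 had a mean of at least 1 FPKM in young mice, 1 of the antigen presentation genes is named by the paper (B2m), and no gene is in more than 1 of the 12 lists. A difference in scaling between the samples is argued against by quantile normalization, under which Gapdh moved from -0.14 to -0.33 and the lowest of the 3 medians was 1.64. The scaling test first looked at was the median log2 change of all genes, 0.009, which decides nothing in values already scaled by the authors. So is a bias by length, GC content or expression level, since after that trend was removed the lowest of the 3 medians was 1.55 (the trend held 2.1% of the variance). Blood left in the tissue is argued against by the erythrocyte list, whose median log2 change was -0.63. It was -0.36 without young replicate 1 and -1.01 without young replicate 2, and below 0 in every setting run. More macrophages in the old tissue, with a macrophage median of 1.76, may account for part of the rise and cannot be told apart from a change within cells, because bulk tissue gives 1 value for all cells. An effect of age stays open as well and was not tested apart from maturation between 4 weeks and 12 months.

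The hair cell list was lower in old mice, with a median log2 change of -0.66 over 19 genes, 16 of them lower and 3 higher. The limma adjusted p was 4.78e-07 with camera at the preset correlation, 0.00671 with fry and 0.176 with camera at the estimated correlation. Calb2 went from 702.6 to 319 FPKM, Ocm from 135.2 to 58.4 FPKM and Slc26a5 from 6.66 to 3.02 FPKM, while Ush1c rose from 12.4 to 18.6 FPKM. In young replicates 1, 2 and 3, Calb2 was at 765.6, 838.2 and 504.1 FPKM. Nefl, of the neuron list, was also lowest in young replicate 3 (204.3, 235.7 and 127.2 FPKM). Ocm was highest there (140.2, 91.9 and 173.5 FPKM), so that the fall of Calb2 cannot be assigned to hair cells alone. The supporting cell genes did not fall as a set: 1 of 16 fell as far as the hair cell median, and their own median was 0.12. That median was -0.11 with quantile normalization. They went both ways, 9 higher and 7 lower, with Prox1 at -0.98, Tectb at -0.62 and Otog at 0.71. This goes against an equal fall of all these genes, but less sensory epithelium in the old samples stays open. A bias by length, GC content or expression level is argued against by the hair cell median after that trend was removed, -0.66. Loss of hair cells and lower expression in each hair cell stay open and were not tested.

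The list of bone genes had a median log2 change of -1.39 over 14 genes, 13 of them lower, and the Schwann cell and myelin list had -0.57 over 12 genes, 11 of them lower. Their limma adjusted p was 4.78e-07 and 5.39e-06 with camera at the preset correlation, 0.0417 for both with fry and 0.274 for both with camera at the estimated correlation. Of the bone genes, Spp1 went from 5353 to 4430 FPKM and Col1a2 from 72.9 to 18.7 FPKM. Of the 14 bone genes, 11 were highest in young replicate 1, with Bglap at 133.4 FPKM there against 8.61 and 51.3 FPKM in young replicates 2 and 3. Bone left on that sample alone is argued against by the list median without young replicate 1, -1.01. Bone or nerve carried along in different amounts by the dissection of young and old cochleae may be a source, with the Schwann cell median of -0.57 beside a neuron median of -0.94. This cannot be told apart from an effect of age, since dissection and age would separate the groups alike. Growth of bone and nerve after 4 weeks stays open too and was not tested.

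The nuclear OXPHOS list had a median log2 change of -0.10 over 44 genes, 39 of them lower (-0.22 with quantile normalization), and the mitochondrially encoded list had -0.40 over 13 genes, 12 of them lower. Their limma adjusted p was 1.61e-05 and 2.17e-05 with camera at the preset correlation, 0.0482 and 0.0412 with fry, and 0.274 and 0.176 with camera at the estimated correlation. Among the most abundant, Cox4i1 went from 1193 to 1160 FPKM and mt-Co1 from 5776 to 4378 FPKM. For the mitochondrially encoded list a difference in scaling is argued against by its median under quantile normalization, -0.37. mt-Co2, mt-Co3 and mt-Atp6 were listed at 1.44 to 4.24 FPKM and the others at 17.4 FPKM or more. The estimates of these 3 are therefore unsound, but without them the median was -0.42. mt-Atp8 was kept in that median. It was listed at 8885 FPKM in young and 6535 FPKM in old mice, beside mt-Atp6 at 3.61 and 2.36 FPKM, so that its estimate may be unsound as well. For the nuclear list, a bias by length, GC content or expression level is argued against by a median of -0.26 after that trend was removed, and random lists of like expression had medians from -0.01 to 0.18 in 95% of draws. Fewer cells rich in mitochondria, such as hair cells and neurons, and lower expression per cell both stay open and were not tested.

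Of the 10 splits of the samples, 1 gave as many lists past camera at the preset correlation (11), the split by age itself. The other splits gave between 3 and 9, so that passing this test alone says little here. Past both camera and fry there were 8 lists in the split by age and 0 in each other split. The split by age is 1 of only 10, so that this count could not exclude chance for any list, whatever its result.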

How the results depend on the processing

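The settings were set before the data were examined, except sums per gene adjusted over all genes, sums per gene with an unadjusted p, every noncoding transcript type, and the adjustment over all genes for the 6 RT-qPCR lncRNAs, which were added after the values were seen. The direction of the 6 RT-qPCR lncRNAs was the same under every setting run, and so was the direction of the list medians other than that of supporting cells, which lay between -0.11 and 0.15.

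For lncRNA transcripts, 1 was higher and 0 were lower. There were 4 higher with no filter on low FPKM and 10 higher with eBayes without trend. There were 11 higher adjusted over all transcripts, and 10 higher and 5 lower summed per gene. The unadjusted p gave 259 and 185. Summed per gene and adjusted over all genes it was 92 and 54, and summed per gene with an unadjusted p it was 325 and 251. With each sample left out there were 1 to 3 higher and 0 to 1 lower, the most without young replicate 3.

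For other transcripts, with 230 higher and 89 lower, there were 142 higher with no filter, 399 and 185 with a mean FPKM of at least 1, 86 and 59 without trend, 357 and 154 with arrayWeights, 1 and 0 with the replicate block, 1102 and 788 summed per gene, and 3249 and 2909 with an unadjusted p. The replicate numbers do not pair the samples: the deviations of young and old samples with the same number correlated across transcripts at 0.008, -0.021 and 0.032, so that the block takes degrees of freedom and no shared variation. With no trend, 65 of the 319 called transcripts were called again, and with arrayWeights 319 were. With each sample left out, 0 to 270 were higher and 0 to 253 were lower. Without young replicate 1 there were 23 and 4, without young replicate 2 there were 5 and 0, without old replicate 1 there were 0 and 1, without old replicate 2 there were 2 and 0, and without old replicate 3 there were 1 and 1. Fewer samples lower the power of the test, but with 5 samples in each of these settings the counts still ranged up to 523 in both directions without young replicate 3, where the cause was not tested.

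Among the 6 RT-qPCR lncRNAs, none passed the threshold with p adjusted over lncRNA genes. 5330434G04Rik passed with a mean FPKM of at least 1 (log2 change -1.37), with arrayWeights (-1.32) and with the replicate block (-1.37), and Rian passed with a mean FPKM of at least 1 (-1.03), quantile normalization (-1.10) and arrayWeights (-1.01). Fewer genes are tested with a mean FPKM of at least 1, and for the other settings the cause was not tested. Adjusted over all genes, the log2 changes that passed were 2.16 for AW112010, 1.30 for Gm44593, 1.29 for 1700030C10Rik, -1.37 for 5330434G04Rik and -1.03 for Rian. With each sample left out the log2 change was 1.56 to 2.52 for AW112010, 1.06 to 1.48 for Gm44593, 1.04 to 1.51 for 1700030C10Rik, -1.58 to -1.18 for 5330434G04Rik, -1.21 to -0.89 for Rian and -1.22 to -0.69 for H19. Without young replicate 3, AW112010, 5330434G04Rik and Rian passed (limma adjusted p = 0.0493, 0.0343 and 0.00893). Over the settings with p adjusted over lncRNA transcripts, lncRNA genes or all genes, the adjusted p of AW112010 lay between 0.0387 and 0.221.

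With camera at the estimated correlation no list passed. The adjusted p was 0.176 for antigen presentation, macrophages, hair cells and mitochondrially encoded genes, 0.274 for interferon response, nuclear OXPHOS, bone, Schwann cells and spiral ganglion neurons, 0.360 for erythrocytes and 0.352 for the PGC-1alpha axis. This test takes the correlation between genes from the 6 samples in place of the preset one, and the cause was not tested further. With fry, 3 lists no longer passed: erythrocytes (0.186), the PGC-1alpha axis (0.101) and spiral ganglion neurons (0.0696). With each sample left out, the adjusted p of camera lay between 0.00238 and 0.101 for the PGC-1alpha axis, above the threshold without young replicate 2 (0.0612), old replicate 1 (0.101) and old replicate 2 (0.0704), and between 3.54e-06 and 0.0722 for erythrocytes, above it without young replicate 1.

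Of the values for single named genes, 411 under other settings stayed on their side of the threshold, 82 no longer passed and 2 passed anew. Median of ratios scaling and quantile normalization moved the median log2 change of all genes from 0.009 to 0.008 and -0.02. Depth limits the values of AW112010 in young mice, which rest on 3 to 14 estimated fragments per sample.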

Differences from the paper's values

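The paper reports 88 upregulated lncRNAs, and 1 lncRNA transcript was higher in old mice here. The paper reports 46 downregulated lncRNAs, and 0 were lower here with limma (185 at an unadjusted p below 0.05, beside 259 higher). Each of the 20 settings set before the data were examined, the reported one included, differs from the paper's value in both directions. For sums per gene adjusted over lncRNA genes there were 10 higher and 5 lower, and for p adjusted over all transcripts there were 11 higher and 0 lower. Sums per gene adjusted over all genes gave 92 higher and 54 lower, within 1.5 times the paper's values, a setting chosen after seeing the values. It drops 1 of the 6 lncRNAs that the paper selected, H19. The paper's test was Cuffdiff on the reads, which was not run here.

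The paper's Figure 2(c) shows AW112010, Gm44593 and 1700030C10Rik as higher and 5330434G04Rik, Rian and H19 as lower in old mice. The directions here match for all 6, with log2 changes of 2.16, 1.30, 1.29, -1.37, -1.03 and -0.94. The study chose the 6 genes by their direction in these same samples, so that this match is not independent evidence. With p adjusted over lncRNA genes 0 of the 6 passed. AW112010, Gm44593, 1700030C10Rik, 5330434G04Rik and Rian passed with p adjusted over all genes, chosen as a setting after seeing the values. 5330434G04Rik also passed with a mean FPKM of at least 1, arrayWeights and the replicate block, and Rian with a mean FPKM of at least 1, quantile normalization and arrayWeights. AW112010, 5330434G04Rik and Rian passed without young replicate 3. H19 passed in none of the settings with p adjusted over lncRNA transcripts, lncRNA genes or all genes (adjusted p between 0.126 and 0.392). Adjusted over the genes that the paper names it did not pass (adjusted p = 0.0503), and adjusted over the 6 alone it passed (adjusted p = 0.0265).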

Other observations

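Every test in this part was chosen after the result it concerns was seen, except the log2 changes of genes that the paper names and the remaining lists, which were set before the data were examined.

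Other genes that the paper names, of which it measured some by other methods, were compared in the sequenced samples by their summed FPKM. Arid5b was at 9.46 ± 0.895 FPKM (SD, n = 3) in young mice and 12.2 ± 0.424 FPKM (SD, n = 3) in old mice, a log2 change of 0.37 (limma adjusted p = 0.0663 over all genes), with all old samples above all young samples. Its value comes from ENSMUST00000020106, the only Arid5b transcript listed. In GENCODE M21 this transcript lacks the junction of the RT-qPCR primer, but the release that the authors used is not named. From which Arid5b transcripts the counted reads came is therefore not known. Ppargc1a had a log2 change of 0.17 (limma adjusted p = 0.461), with 0.09 to 0.32 when each sample was left out. Its transcript of 13 exons, ENSMUST00000132734, had a log2 change of -0.23, and that of 488 nt, ENSMUST00000127135, had 0.35. The third, ENSMUST00000196968 with 11 exons, was below 0.01 FPKM in the young samples and in old replicate 1 and at 3.71 and 2.15 FPKM in old replicates 2 and 3. The log2 change was -0.07 for Tfam (0.862), -0.06 for Mtor (0.760), -0.12 for Sirt1 (0.507), -0.26 for Cebpa (0.262), -1.28 for Pparg (0.138), -0.07 for Tug1 (0.567) and 0.12 for Actb (0.421), each with its limma adjusted p in parentheses. When each sample was left out, Sirt1 lay between -0.17 and -0.04 and Cebpa between -0.32 and -0.15. Tug1 lay between -0.10 and -0.03 and Actb between 0.06 and 0.17. Tfam was at -0.34 without young replicate 3 and changed its sign without young replicate 2 (0.15). Mtor changed its sign without young replicate 3 (0.01) and without old replicate 2 (0.03). Pparg was at -0.81 without young replicate 2 and passed the threshold without young replicate 3 (-1.76). Prkaa1 and Prkaa2, which encode AMPK subunits, were lower in all old samples, with log2 changes of -0.41 (limma adjusted p = 0.0278) and -0.47 (0.0280), and over the settings with p adjusted over all genes tested their adjusted p lay between 0.0200 and 0.102 and between 0.0193 and 0.106. They no longer passed in 7 of 15 other settings, among them without each of young replicates 1 and 2 and old replicates 1, 2 and 3. B2m rose by 0.95 (limma adjusted p = 0.0130) and no longer passed without the variance trend (0.0529). Gapdh, the reference gene of the RT-qPCR, changed by -0.14 (limma adjusted p = 0.308) and passed with quantile normalization (-0.33). Adjusted over the list alone, Arid5b, Prkaa1, Prkaa2 and B2m had p of 0.0172, 0.00467, 0.00467 and 0.0021. Hotair was not among the genes tested.

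The spiral ganglion neuron list had a median log2 change of -0.94 (adjusted p = 2.18e-06 with limma's camera, 0.0696 with fry), the erythrocyte list -0.63 (0.00560 and 0.186), the PGC-1alpha axis -0.11 (0.0227 and 0.101, with 4 genes higher and 14 lower, of which 5 are named by the paper) and the supporting cell list 0.12 (0.810 and 0.368). When each sample was left out, the median of the PGC-1alpha axis lay between -0.16 (without old replicate 3) and -0.05 (without old replicate 1). Random lists of like expression had medians from -0.17 to 0.16 in 95% of draws, a range that holds the median of this axis.

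The number of lncRNA transcripts past the threshold, 1, was reached by 2 of the 10 splits of the samples into 3 against 3, and the number of lncRNA genes past it, 15, by 1 of the 10. With only 10 splits, these counts could not exclude chance for either.

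Gm11379 was at 0 in the young samples and high in the old ones. A candidate explanation is an unstable estimate of a short transcript. In these tests a transcript counts as at 0 below 0.001 FPKM. In the first test, 1 of the 10 splits of the samples had a transcript at 0 in 3 samples and at 100 FPKM or more in the other 3, the split by age with Gm11379 itself. The explanation predicted as many in other splits, which had 0. The test was prompted by Gm11379, so that the split by age was counted by construction, and it decides nothing. The second test was chosen after the first had come out and after its own values had been seen: 8 of 41 other transcripts shorter than 400 nt were at 100 FPKM or more in a sample and at 0 in another of the same group, and 0 of 802 longer ones were. At 1 FPKM or more, 26 transcripts were at 0 in all samples of 1 age group and at that level in all samples of the other, against 15 to 30 in the other splits. An effect of age and an unstable estimate cannot be told apart, since the first test decides nothing and 33 of the 41 short transcripts did not go to 0 within a group.

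Of the lncRNA transcripts that were higher in old mice at an unadjusted p below 0.05, 55.2% were highest in old replicate 1 (46.2% of the annotated ones and 68.9% of the authors' own). Gm11379 and LNC_000060 were lowest there among the old samples. Unspliced RNA or genomic DNA in that sample would raise transcripts with retained introns too. Of 148 such transcripts, 47.3% were higher in old replicate 1 than in the mean of the other old samples, with a median log2 difference of -0.003, while their mean was -0.263. The mean was the measure looked at first. Of the authors' own lncRNA transcripts, 65.2% were higher in old replicate 1 and 33.0% in old replicate 3. Whether the library or the tissue of old replicate 1 differs cannot be told apart, as transcripts with retained introns went both ways.

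H19 and Rian are imprinted genes. In the first test, of 25 other imprinted genes tested, 16 were lower and 9 were higher in old mice, with a median log2 change of -0.21, at percentile 0.5 of random lists of like expression. Because 11 of the listed genes had been looked at before that test, a second test took the 15 tested genes that had not been. Their median was -0.06, with 9 lower and 6 higher, at percentile 24.2. A fall of imprinted genes as a group may contribute, but the genes that had not been looked at leave it open, and it cannot be told apart from changes of single genes.

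AW112010 rose beside the interferon response list, whose median log2 change was 1.93. A shared interferon response may account for its rise, an explanation that the paper does not give. Within the old group they did not go together: 22 of the 24 interferon response genes were highest in old replicate 2, with Ifit3 at 103.2, 279.9 and 141.1 FPKM in old replicates 1, 2 and 3, while AW112010 was at 5.37, 5.23 and 7.88 FPKM. These values of the old group go against a response that both follow in proportion. Within the young group, AW112010 was highest in young replicate 1, as was every interferon response gene but Irf1, which would go with a shared response. AW112010 was at 2.20, 1.80 and 0.502 FPKM and Ifit3 at 43.9, 17.5 and 20.4 FPKM in young replicates 1, 2 and 3. The AW112010 values were estimated from 14, 12 and 3 fragments, and the difference between young replicates 1 and 2 lies within counting error. From young replicate 2 to 3 AW112010 fell while Ifit3 rose, so that the young samples do not decide it. With 3 old samples, and AW112010 estimated from 31.9 to 51.1 fragments in them, a shared response cannot be told apart from separate effects of age.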
